A study of Mus musculus with 16 samples.

How the data were processed

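RNA was measured in the liver of 16 C57BL/6J mice, an inbred laboratory strain. The mice formed 4 groups of 4: females and males, each on a normal diet with 4.5% of its calories from fat or on a high fat diet with 60% of its calories from fat. The mice arrived aged 6 weeks and ate the diets for 10 weeks, per the labels' protocols. The diets came from different makers, so they can differ in more than fat. Total RNA was extracted from powdered whole liver, poly(A) RNA libraries were made with a NEBNext Ultra kit, and the libraries were sequenced on a NovaSeq instrument, also per the labels. All 16 libraries carry the same batch number in the labels. The hour at which tissue was collected, the aligner, the genome build and whether counting used the strand are not stated in the labels used here.

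The deposited values were RSEM gene estimates, per the file names. RSEM shares reads that map to several genes between them by a likelihood model, so its expected counts need not be whole. Of the deposited expected counts, 4.89% of the entries were not whole numbers. The authors also deposited TPM (transcript shares scaled to a fixed total), in which each gene is divided by its effective length and each library sums to the same total. Both tables listed 78317 genes by versioned Ensembl identifiers. Symbols came from a supplied table matched on the identifier without its version. Of the listed genes, 51487 matched, and these held 98.97% of all counts. Genes without a symbol held between 0.617% and 1.65% of a library's counts. The supplied annotation, GENCODE M21, is older than the deposited identifiers, so no coordinates are given. It was used for GC content and for the question of which named genes overlap other genes.

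Expected counts were rounded to whole numbers. Genes were kept by the filterByExpr function of edgeR 4.0.16 (R 4.3.3) on the 4 groups. This left 14781 genes with 99.94% of all counts. Library sizes were scaled by the trimmed mean of M values (TMM). The quasi-likelihood test of edgeR with robust settings was fitted to the 16 libraries with 1 mean per group, so the groups shared the estimate of spread. From this fit came 5 contrasts: diet in females, diet in males, the difference of these changes (the interaction, females minus males), and females against males on each diet. A gene was called when its p-value, adjusted by the Benjamini-Hochberg method over all tested genes, was under 0.05. All these tests were two-sided. Standard errors of log2 fold changes were computed as the size of the log2 fold change divided by the square root of the F statistic. Values per library are CPM (counts relative to the TMM-scaled library size) unless stated otherwise. Where a value is called unscaled CPM, it is relative to the library total without TMM scaling.

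A list of 21 genes of the m6A machinery (writers, erasers and readers of N6-methyladenosine) was tested in the same contrasts except the sex contrast on high fat diet, and adjusted over the list alone beside the adjustment over all genes. It was chosen because the series title concerns m6A. The count tables hold RNA levels and no measurement of m6A. The list and 11 others, 12 gene sets in all, were tested with camera of limma 3.58.1 at a preset correlation between genes of 0.01, on log2 CPM with a prior count of 2. Each set was also tested with fry and with camera at an estimated correlation.

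Separation of the diet groups was the mean distance between groups over the mean distance within groups on the 1000 most variable genes, with an exact permutation test over the 35 splits of the 8 libraries of a sex. Pairs of libraries within a group were compared by a chi-square statistic per gene over genes with a mean count of at least 20. Library measures and list scores were compared by exact two-sided permutation tests, and families of these tests were adjusted by the Benjamini-Hochberg method. There were 28 tests of list scores, of 14 lists in both sexes. A floor of 3 counts was used for genes not detected in a group. Such floors cover counting error only, since the labels name no molecular identifiers.

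The genes named follow a rule set before the data were examined. They are the 3 called genes with the largest rise and the 3 with the largest fall in each of 4 contrasts, among genes with a mean log2 CPM of at least 1 and, for contrasts of groups, with no overlap between the libraries of the groups compared. Added to these are m6A genes called in any contrast, Mettl3, Mettl14, Fto and Alkbh5 in any case, Xist and 4 Y-linked genes, and the 2 members with the smallest p of each gene set called. Some genes that the rule chose are not reported here. Genes named beyond this rule are said to have been chosen after their values were seen. Also before the data were examined, the groups, the tests, the 12 gene sets, 7 marker lists (sex chromosome check, pancreatic acinar cells, red blood cells, adipocytes, cholangiocytes, hepatocytes, and T and B cells) and most alternative settings were fixed.

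Those alternatives were size factors by the median-of-ratios method that DESeq2 uses, no filter on low counts, at least 10 counts in every library, the replicate number as a block, only the 2 groups compared, the Wald test of DESeq2 1.42.0, limma on log2(TPM + 1) and on log2(TPM + 0.1), a gene length offset, libraries thinned to the smallest total, a 2-fold threshold, and leaving out each library in turn. A GC content offset, for which 94.97% of tested genes had a value, was chosen after the data were seen. So was averaging male high fat diet replicates 2 and 3 into 1 library. Also written after the data were seen were 4 gene lists: glucocorticoid receptor targets, heat shock genes, interferon-induced genes and immediate early genes.

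The steps were tested on simulated counts drawn from the real means, dispersions and library sizes, with 200 genes changed 3-fold. The dispersions were those estimated by edgeR, which may favour edgeR over the other tools. The changed genes were drawn only from genes above a minimum mean count, so the recovery does not cover genes with few counts. Among 14544 tested genes, the edgeR test recovered 98% of the changed genes in the female diet contrast, with 4.85% of its calls false, and 91% in the interaction. It called 0 genes in the male contrast, where nothing was changed. Among 14781 genes, the DESeq2 Wald test recovered 99.5% with 14.96% of its calls false, and limma 98% with 6.67% false. Among 14557 genes, camera found the shifted set and called 0 of 23 unshifted sets, and fry found it and called 1 of them. Because the simulated genes varied independently, this could not show how many sets are called falsely when genes vary together, as in real libraries.

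Library totals ran from 22228115 to 41420589 expected counts.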

Results

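The series measured liver RNA in female and male C57BL/6J mice on a normal or a high fat diet, with 4 animals in each of 4 groups. Its stated aim was to test the effect of the high fat diet in both sexes. Total expected counts per library ranged from 24569706 to 38843167 in males on the normal diet and from 22228115 to 29173327 in males on the high fat diet. In females they ranged from 27566339 to 41420589 on the normal diet and from 22682339 to 29200728 on the high fat diet. The totals did not differ detectably between the diets in females (exact two-sided permutation test, p = 0.143) or males (exact p = 0.343). Albumin, the transcript of the main serum protein of hepatocytes, took 4.87% ± 1.17 (SD, n = 4) of the counts in males on the high fat diet and 6.47% ± 0.321 in males on the normal diet. All 4 male high fat diet libraries lay below all 4 normal diet ones. The exact two-sided permutation p was 0.0286, the smallest this design allows, and 0.171 after adjustment over 6 such tests. In females the shares were 7.88% ± 0.601 on the high fat diet and 8.7% ± 0.33 on the normal diet (exact p = 0.114). Mitochondrial transcripts took 7.39% ± 1.08 on the high fat diet and 6.68% ± 0.501 on the normal diet in males (exact p = 0.286), and 5.07% ± 0.373 and 5.88% ± 0.59 in females (exact p = 0.0857).

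The sex labels were checked first. Xist, the transcript that silences an X chromosome in female cells, had 198.2 ± 69.3 CPM (SD, n = 4) in females and 0.735 ± 0.59 CPM in males on the normal diet. On the high fat diet it had 217.8 ± 84.3 CPM in females and 0.882 ± 0.562 CPM in males. The Y-linked genes Ddx3y, Kdm5d, Eif2s3y and Uty were at most 0.549 CPM in every female library. In male libraries the lowest value among them was 14.2 CPM, that of Kdm5d. The recorded sex therefore matched these 5 genes in all 16 libraries.

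Within groups, the chi-square statistic per gene between 2 libraries was 20.8 or more for each pair but one. Male high fat diet replicates 2 and 3 had a value of 4.01, against 54.8 for the next closest pair of that group and 307.5 for its most distant pair. This exceeded sampling noise, for which a value of 1 is expected, so the 2 are not 1 library counted again. The value does not settle whether they came from separate animals, and they were counted as 2 samples because the labels list them so. With these libraries averaged into 1, a setting chosen after the data were seen, the counts of genes below were recomputed, and the values are given where they moved by more than 1.5 times.

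The first principal component of log2 CPM held 40.3% of the variance and parted the sexes. The second held 14.7% and parted the diets within both sexes. In females the mean distance between diet groups was 1.25 times that within groups, and in males 1.26 times. In both sexes the exact permutation p was 0.0286, the smallest that the 35 splits allow.

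**Figure D1:**
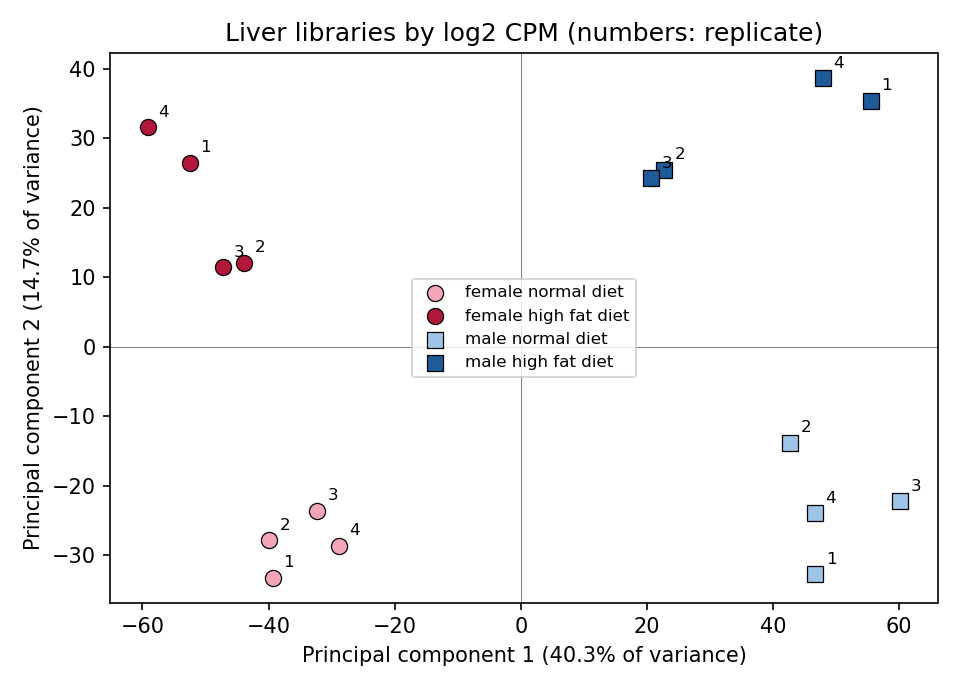
First and second principal components of log2 CPM for the 16 libraries, with the percentage of variance on each axis and each point numbered by replicate. Females lie at negative and males at positive values of the first component (40.3% of variance), and the high fat diet groups lie above the normal diet groups on the second (14.7%).

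The question of how the diet changed liver RNA in females was addressed with the edgeR quasi-likelihood test. Of 14781 genes, 1700 were called, 848 higher and 852 lower on the high fat diet, and 497 of them changed at least 2-fold. The alternative that moved this count most upwards was limma on log2(TPM + 1), with 2926 genes, 2644 higher and 282 lower. In that unit the median log2 fold change over all genes was 0.15, against 0 by TMM, so the balance of rises and falls in females depended on the scaling. Leaving out female high fat diet replicate 4 gave 947 genes, the lowest of the 8 such fits. Without female normal diet replicates 1, 2 or 4, left out in turn, the counts were 1021, 1062 and 1074.

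The largest falls named in females were those of Cyp2b10, Slc22a28 and Lpin1. Lpin1 (ENSMUSG00000020593.17), which encodes a phosphatidate phosphatase, went from 305.5 ± 95.7 CPM (SD, n = 4) to 31.7 ± 5.89 CPM. Its log2 fold change was -3.27 ± 0.29 (SE), with an adjusted p of 1.2e-05. Cyp2b10 (ENSMUSG00000030483.15) fell by 3.91 ± 0.7 (adjusted p = 0.00407), from 42.1 ± 8.28 to 2.81 ± 0.38 CPM. Slc22a28 (ENSMUSG00000063590.4) fell by 3.43 ± 0.46 (adjusted p = 0.000226), from 1.55 ± 0.696 to 0.136 ± 0.066 CPM. The largest rises were those of Tgtp1, BC023105 and Gbp10. Gbp10 (ENSMUSG00000105096.2) rose by 3.12 ± 0.53 (adjusted p = 0.00306), from 15.1 ± 5.62 to 131 ± 91.6 CPM. Tgtp1 (ENSMUSG00000078922.10) rose by 3.89 ± 0.85 (adjusted p = 0.012). Its 4 high fat diet libraries had 263, 17.5, 35.1 and 530.7 CPM, against at most 17.3 CPM on the normal diet, so the size of the rise rested on replicates 1 and 4. BC023105 (ENSMUSG00000063388.6) rose by 3.59 ± 0.87 (adjusted p = 0.0197). Its high fat diet replicate 4 had 53.6 CPM, against 2.85 to 11 CPM in the others of that group. With 1 library left out, BC023105 rose by 2.07 to 3.95. It was no longer called without female normal diet replicate 1 (adjusted p = 0.0607) or replicate 4 (0.0625), nor with only the 2 groups compared (0.0902), and over all its settings the adjusted p ranged from 0.000357 to 0.0902. With only the 2 groups compared, Tgtp1 was not called either (adjusted p = 0.085, range over its settings 7.93e-06 to 0.085). By the naming rule, all 4 high fat diet libraries lay on one side of all 4 normal diet libraries for each of these 6 genes. Chance gives such a separation, in either direction, to 1 of the 35 splits of 8 libraries.

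The same test in males called 1684 genes, 891 higher and 793 lower, of which 542 changed at least 2-fold. Leaving out male normal diet replicate 3 gave 1113. On log2(TPM + 0.1) the count was 1393, with 953 higher and 440 lower. The largest rise named was that of Cyp2b9 (ENSMUSG00000040660.7), with a log2 fold change of 6.15 ± 1.14 (SE) and an adjusted p of 0.00476. Its 4 high fat diet libraries had 3.31, 96.2, 95.8 and 6.51 CPM, and its normal diet libraries at most 1.68 CPM. Females had 467.8 ± 48.6 CPM on the normal diet. Slc22a29 (ENSMUSG00000075044.15) had 0.26, 4.21, 4.36 and 0.354 CPM in the male high fat diet libraries and rose by 4.18 ± 0.88 (adjusted p = 0.00821). The largest values of both genes were in replicates 2 and 3. Mmp12 (ENSMUSG00000049723.15) rose by 4.2 ± 0.79 (adjusted p = 0.00453), from 0.46 ± 0.26 to 8.45 ± 3.4 CPM. Cyp2b9 was not called with only the 2 groups compared (adjusted p = 0.0557, range 6.14e-08 to 0.0557). Slc22a29 was not called on log2(TPM + 1) (adjusted p = 0.0816, range 1.53e-05 to 0.0816).

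The largest falls in males were those of Cyp2c55, Cyp2c40 and Cyp3a11, all cytochrome P450 genes. Cyp3a11 (ENSMUSG00000056035.9) went from 10340 ± 671.1 CPM (SD, n = 4) to 815.5 ± 562.2 CPM, a log2 fold change of -3.66 ± 0.41 (SE) with an adjusted p of 8.04e-05. Cyp2c40 (ENSMUSG00000025004.17) changed by -3.77 ± 0.4 (adjusted p = 5.37e-05) and Cyp2c55 (ENSMUSG00000025002.6) by -3.8 ± 0.26 (adjusted p = 5.79e-08). As in females, the naming rule put all 4 libraries of each diet on one side for these 6 genes.

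Several named genes belong to families of near-identical copies between which RSEM divides shared reads, so their levels are uncertain. These are Cyp2b9, Cyp2b10, Cyp2c40, Cyp3a11, Cyp4a12a, Cyp4a12b, Slc22a28, Slc22a29, Sult2a7, Sult3a1, Sult3a2, Tgtp1, Gbp10 and BC023105. Of the 61 genes that the naming rule chose, 15 overlap an exon of another gene in GENCODE M21, 12 of them on the other strand. Counting is not stated to use the strand, so these are uncertain too. They include Nr1d1 with Thra, Dbp with Sphk2, Csad with Zfp740, Plin4 with Hdgfl2, Mettl3 with Tox4, and Themis with a pseudogene. They also include Fto, Il1b, Mmp12, Cyp2c55, Cyp2d9, Xist, Tgtp1 and Gbp10.

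Whether the diet changed the sexes differently was tested with the interaction. The calls of both sexes shared 538 genes, where 194 would be shared if the calls were independent. Of these 520 changed in the same direction and 18 in opposite directions. Across all tested genes the log2 fold changes of the sexes had a Pearson r of 0.416 and a Spearman rho of 0.443. These are across genes, which are not independent replicates, and the 2 sexes share no control libraries. The jackknife standard error of r over the 16 libraries was 0.249. Among 99 other splits of the diet labels within each sex, r ranged from -0.24 to 0.322 with a median of 0.024. Without a filter on low counts r was 0.064, the alternative that moved it most, and without male high fat diet replicate 1 it was 0.21.

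The interaction was called for 100 genes, 39 with a higher and 61 with a lower change in females than in males. Of these, 70 had log2 fold changes of opposite sign in the sexes, a count of signs that required no call in either sex. Among all tested genes, only 18 were called in both sexes with opposite directions. The other calls made in females alone (1162) or males alone (1146) are therefore mostly not shown to differ between the sexes, since 27 and 50 of them had a called interaction. The DESeq2 Wald test, the alternative that moved the count most, called 337 genes. In the simulated data, drawn with the dispersions estimated by edgeR, 14.96% of the DESeq2 calls in the female diet contrast were false, among 14781 genes. For edgeR it was 4.85% among 14544 genes. With male high fat diet replicates 2 and 3 averaged, 58 genes were called, 57 of them among the 100. On log2(TPM + 1) the calls were 59 higher and 38 lower, with a median of 0.11 over all genes. Leaving out male high fat diet replicate 1 gave 176 genes, and leaving out female normal diet replicate 2 gave 51. Without female normal diet replicate 4 the count was 57, and without male high fat diet replicate 2 or 3 it was 62 or 58.

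**Figure D2:**
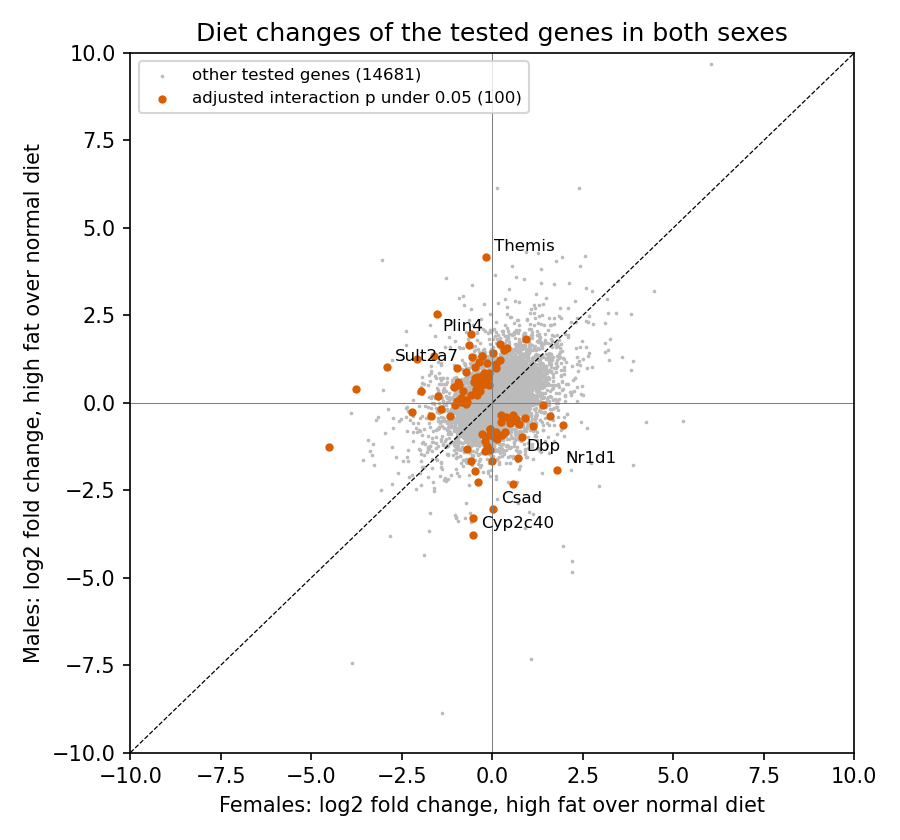
Log2 fold changes of 14781 genes on the high fat diet in females (horizontal axis) and males (vertical axis), with the 100 genes of called interaction in orange and the line of equal change dashed. The changes had a Pearson r of 0.416, and 70 of the 100 orange genes had log2 fold changes of opposite sign, whether or not either change was called.

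Nr1d1 (ENSMUSG00000020889.12), a repressor of the circadian clock, had the largest positive interaction, 3.71 ± 0.3 (SE), with an adjusted p of 5.54e-06. In females it rose from 13.3 ± 4.38 to 46.3 ± 8.93 CPM (SD, n = 4) and in males it fell from 23.6 ± 5.57 to 6.28 ± 0.62 CPM. Neither pair of groups overlapped. Dbp (ENSMUSG00000059824.13), another clock gene, rose in females from 46.2 ± 4.54 to 75.2 ± 22.7 CPM and fell in males from 51.9 ± 14.1 to 17.5 ± 0.919 CPM. Its interaction was 2.27 ± 0.28 (adjusted p = 0.000837). Cyp2c40 fell in males from 20.6 ± 10.4 to 1.5 ± 0.859 CPM, while females had 1078 ± 178.2 and 737.8 ± 166.2 CPM, an interaction of 3.22 ± 0.51 (adjusted p = 0.00638). Summed over its 4 family members, the interaction was 0.2 ± 0.29 (adjusted p = 0.826). Csad (ENSMUSG00000023044.3) fell in males from 299.4 ± 70.7 to 36.4 ± 11.2 CPM and had 68.6 ± 18.9 and 69.6 ± 35.8 CPM in females. Its interaction was 3.06 ± 0.52 (adjusted p = 0.0145, range over its settings 1.79e-08 to 0.0622).

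Among negative interactions, Themis (ENSMUSG00000049109.16) rose in males from 2.18 ± 0.841 to 38.7 ± 15.1 CPM (SD, n = 4) and had 1.47 ± 1.08 and 1.32 ± 0.725 CPM in females. The interaction was -4.35 ± 0.75 (SE; adjusted p = 0.0158). Sult2a7 (ENSMUSG00000094156.3) fell in females from 26.4 ± 5.3 to 3.5 ± 2.4 CPM and had 1.39 ± 0.185 and 2.84 ± 0.644 CPM in males (interaction -3.94 ± 0.71, adjusted p = 0.0217). Summed over its 8 family members the interaction was -0.3 ± 0.28 (adjusted p = 0.707). Plin4 (ENSMUSG00000002831.16), a lipid droplet gene, fell in females from 9.36 ± 4.78 to 3.06 ± 1.2 CPM and rose in males from 14.2 ± 2.44 to 35.8 ± 14.7 CPM (interaction -2.94 ± 0.55, adjusted p = 0.0251). Plin4 was not called in 7 of the 16 fits that left out 1 library each, with an adjusted p of at most 0.0626, reached without male normal diet replicate 4. Nor was it called with male high fat diet replicates 2 and 3 averaged (0.0596) or without a filter on low counts (0.0594). Its range over all settings was 1.34e-06 to 0.0626. Sult2a7 was not called without female normal diet replicate 2, male high fat diet replicate 3 or male normal diet replicate 2, with adjusted p of 0.0516, 0.0515 and 0.0523, nor on log2(TPM + 0.1) (0.0575; range over all settings 1.76e-05 to 0.0575).

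**Figure D3:**
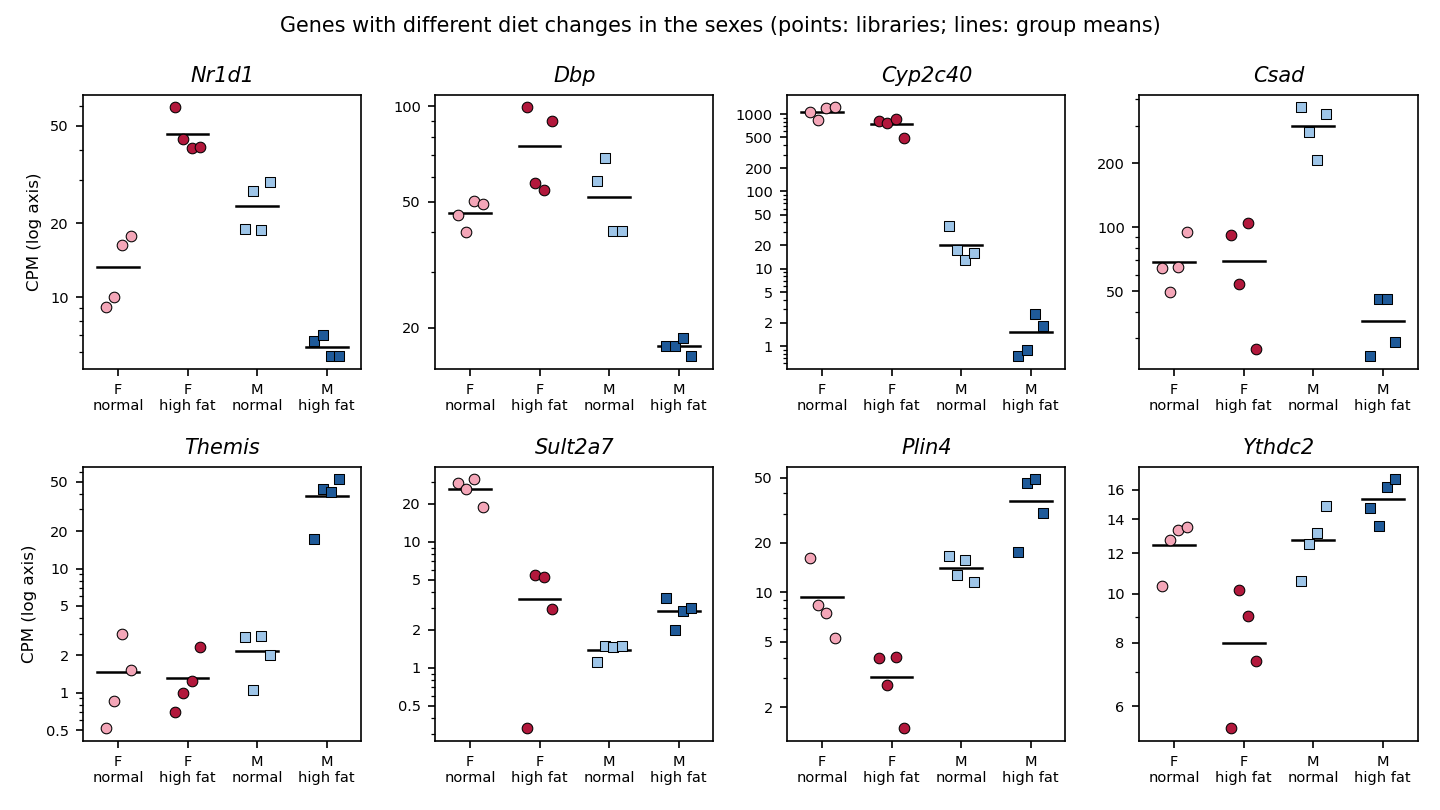
CPM per library on a log axis for 8 genes, with females (circles) and males (squares) on the normal diet (light) or the high fat diet (dark) and group means as lines. Nr1d1 and Dbp rise in females and fall in males, and Themis rises in males from 2.18 to 38.7 CPM while it stays under 3 CPM in each female library.

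Because the series title concerns m6A, genes of the m6A machinery were examined as RNA levels. Of the 21 listed genes, 19 were tested. Igf2bp1 had at most 1 count and Igf2bp3 at most 4 counts in any library. In females 4 genes were called when adjusted over the list alone, and 4 over all genes. Rbm15 (ENSMUSG00000048109.11) fell by 0.93 ± 0.19 (SE; adjusted p over all genes 0.00467), from 9.12 ± 2.01 to 4.76 ± 1.11 CPM (SD, n = 4). Ythdc2 (ENSMUSG00000034653.12) fell by 0.64 ± 0.16 (adjusted p = 0.0163) and Ythdf3 (ENSMUSG00000047213.15) fell by 0.4 ± 0.12 (adjusted p = 0.0352). Mettl3 (ENSMUSG00000022160.19), the catalytic m6A writer, rose by 0.48 ± 0.15 (adjusted p = 0.0475), from 5.3 ± 0.803 to 7.42 ± 1.28 CPM. In each of Rbm15, Ythdc2 and Ythdf3 all 4 high fat diet libraries lay below all 4 normal diet libraries, and for Mettl3 in females 3 of 4 lay above. With only the 2 groups compared the count was 2 (Rbm15 and Ythdc2), and with the GC content offset, chosen after the data were seen, it was 7, 4 higher and 3 lower. On log2(TPM + 1) and on log2(TPM + 0.1) it was 5, with 4 higher (Mettl3, Mettl14, Virma and Hnrnpc) and 1 lower (Rbm15), so the balance of rises and falls depended on the scaling. Of these 5 genes, 2 were among the 4. Without female high fat diet replicate 1, or female normal diet replicate 1 or 2, it was 2 (Rbm15 and Ythdc2). Adjusted over all genes, Mettl3 was not called in 6 of the 8 fits that left out 1 library, with an adjusted p of up to 0.13 without female high fat diet replicate 1 (range over all settings 0.00637 to 0.13). It was also lost without a filter on low counts (0.0986) and with only the 2 groups compared (0.085). Ythdf3 was lost in 5 of the 8, up to 0.118 without female normal diet replicate 2 (range 0.0132 to 0.331), and also without a filter (0.0635), with only the 2 groups compared (0.0649), on log2(TPM + 1) (0.33) and on log2(TPM + 0.1) (0.331). Ythdc2 was lost in 2 of them, up to 0.0542 without female high fat diet replicate 4 (range 0.0036 to 0.149), and also on log2(TPM + 1) (0.149) and log2(TPM + 0.1) (0.144).

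In males 3 genes of the list were called when adjusted over the list alone, and 2 over all genes. Rbm15 fell by 0.72 ± 0.19 (SE; adjusted p = 0.0195), from 9.43 ± 2 to 5.71 ± 0.567 CPM (SD, n = 4). Igf2bp2 (ENSMUSG00000033581.18) rose by 1.34 ± 0.36 (adjusted p = 0.0218), from 0.852 ± 0.509 to 2.2 ± 0.624 CPM. Virma (ENSMUSG00000040720.16) rose by 0.35 ± 0.12, with an adjusted p of 0.0485 over the list alone and 0.0601 over all genes. For Rbm15 and Virma the diets did not overlap, and for Igf2bp2 3 of 4 high fat diet libraries lay above all normal diet ones. No gene of the list (0) remained called in males without high fat diet replicate 4, where 5 had an unadjusted p under 0.05. Without normal diet replicate 3 the count was likewise 0, with 4 at an unadjusted p under 0.05. Without normal diet replicate 1 or 2 only Rbm15 was called, a count of 1. Adjusted over all genes, Rbm15 was lost in males without high fat diet replicate 4 (0.0531) or normal diet replicate 3 (0.0723), and also on log2(TPM + 1) (0.0673) and log2(TPM + 0.1) (0.0703), with a range over its settings of 0.00469 to 0.0723. Igf2bp2 was lost in 5 of the 8 fits that left out 1 library, up to 0.0711 without high fat diet replicate 4 (range 0.00363 to 0.0711), and with only the 2 groups compared (0.0547). Virma passed the threshold over all genes in 4 settings, the lowest adjusted p being 0.0326 (range 0.0326 to 0.178). Mettl3 changed in males by 0.02 ± 0.15 (adjusted p = 0.957).

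The interaction was called for 1 gene of the list when adjusted over the list alone, and for 0 over all genes, with 2 at an unadjusted p under 0.05. This gene was Ythdc2, with -0.9 ± 0.23 (SE), an adjusted p of 0.017 over the list alone and 0.0817 over all genes. It fell in females from 12.5 ± 1.47 to 8 ± 2.06 CPM (SD, n = 4) and was 12.8 ± 1.77 and 15.3 ± 1.43 CPM in males. Over all genes it was called without female high fat diet replicate 2 (0.0402), with the DESeq2 Wald test (0.0187), without a filter on low counts (0.0353) and with thinned libraries (0.05 after rounding), with a range over its settings of 0.0187 to 0.212. Without female normal diet replicate 4 or male normal diet replicate 1 the count over the list alone was 0, with 2 genes at an unadjusted p under 0.05. For Mettl3 the interaction was 0.47 ± 0.22 (adjusted p = 0.371), so its changes were not shown to differ between the sexes. Mettl14, Fto and Alkbh5 were not called in any of these 4 contrasts. Their largest log2 fold change was that of Mettl14 in females, 0.35 ± 0.15 (adjusted p = 0.141), and on log2(TPM + 1) and log2(TPM + 0.1) this gene was called (adjusted p = 0.018 and 0.0206, range over its settings 0.018 to 0.281). Alkbh5 was called between the sexes without male normal diet replicate 1 (adjusted p = 0.0352, range over its settings 0.0352 to 0.214). Between the sexes on the normal diet, 2 genes of the list were called over the list alone and 2 over all genes. Hnrnpa2b1 (ENSMUSG00000004980.17) was lower in females by -0.35 ± 0.1 (adjusted p = 0.0292, range over its settings 0.00324 to 0.129), and Hnrnpc (ENSMUSG00000060373.17) higher by 0.26 ± 0.08 (adjusted p = 0.0358, range 0.0017 to 0.168). In both the libraries of the sexes did not overlap. Each was lost in 6 of the 8 fits that left out 1 library, Hnrnpa2b1 up to 0.0877 without female normal diet replicate 1 and Hnrnpc up to 0.0925 without male normal diet replicate 4. Without a filter on low counts both were lost (0.129 and 0.168). Hnrnpc was also lost on log2(TPM + 1) (0.12), on log2(TPM + 0.1) (0.116), with the gene length offset (0.0626) and with the GC offset (0.0633). Over the list alone, 0 genes were called in 6 of the 8 fits that left out 1 library, with at least 3 at an unadjusted p under 0.05. Without male normal diet replicate 1 the count was 4.

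**Figure D4:**
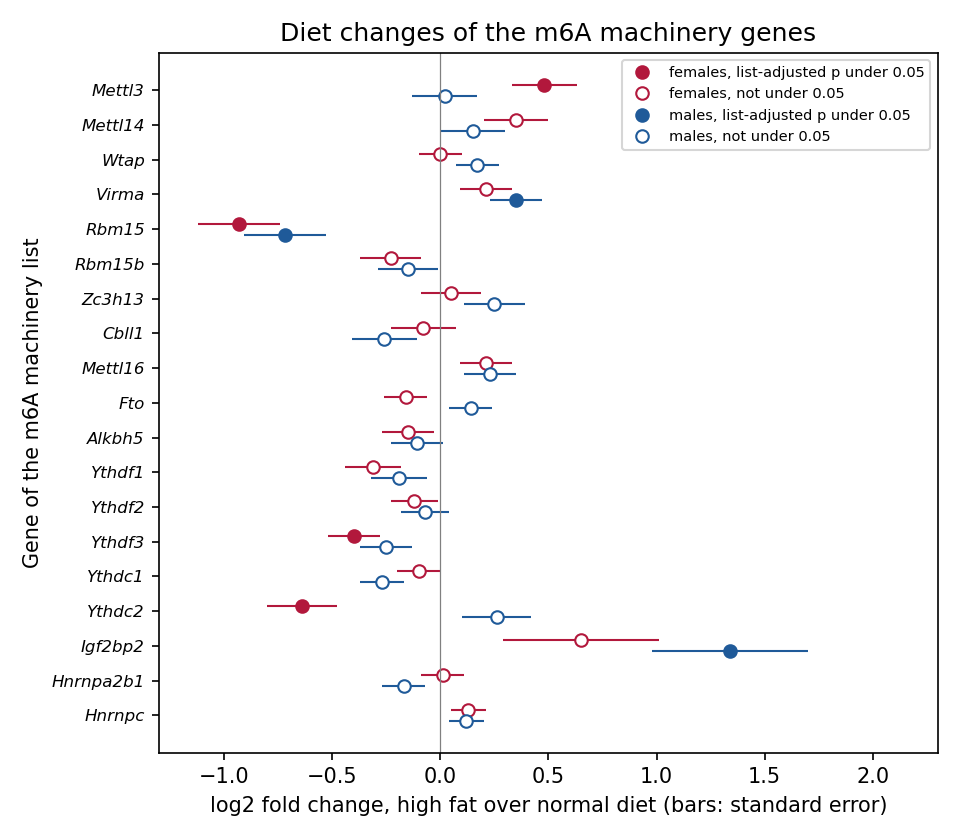
Log2 fold changes on the high fat diet with standard errors for the 19 tested genes of the m6A machinery list in females (red) and males (blue), filled where the p adjusted over the list alone was under 0.05. Of these genes 4 were called in females (Mettl3 higher, Rbm15, Ythdf3 and Ythdc2 lower, against 4 higher and 1 lower on log2(TPM + 1)) and 3 in males (Virma and Igf2bp2 higher, Rbm15 lower, against 1 higher on log2(TPM + 1)).

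Between females and males on the normal diet 2322 genes were called, 1039 higher and 1283 lower in females, and 724 differed at least 2-fold. On the high fat diet 3022 were called, 1306 higher and 1716 lower in females, with 952 at least 2-fold. The calls of both diets shared 1108 genes, of which 1084 had the same direction. With only the 2 groups compared, the high fat diet count was 1958. On log2(TPM + 1) it was 3710, with 2957 higher and 753 lower. Leaving out female normal diet replicate 2 gave 1325 genes on the normal diet, leaving out female normal diet replicate 1 gave 1523 and leaving out male normal diet replicate 3 gave 1378. Leaving out male high fat diet replicate 4 gave 1974 on the high fat diet. Sult3a2 (ENSMUSG00000090298.3) had 12.9 ± 2.48 CPM (SD, n = 4) in females on the normal diet and 0 counts in each male library, so it was at least 99.5-fold higher in females. Sult3a1 (ENSMUSG00000069668.5) had 290.3 ± 64.6 CPM in females and 0.235 ± 0.149 CPM in males, a log2 fold change of 10.13 ± 0.85 (SE; adjusted p = 7.23e-06). Lower in females were Eif2s3y (-8.59 ± 0.25, adjusted p = 9.36e-14), Cyp4a12b (-8.51 ± 0.72, adjusted p = 7.1e-06) and Cyp4a12a (-8.32 ± 0.67, adjusted p = 4.18e-06).

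Gene sets were tested with camera at a preset correlation of 0.01. In females 5 of 12 sets were called, in males 6, and for the interaction 4. Fry kept 3, 6 and 2 of these. With the correlation estimated for each set, the alternative that moved the counts most, 0 were called in each contrast, with 2, 2 and 1 at an unadjusted p under 0.05. Other splits of the same libraries also gave many calls. As many sets as in the real comparison were called in 8 of the 35 splits in females, in 18 of 35 in males and in 52 of 100 for the interaction, the real split included. For the interaction the count was 2 in the fits without female high fat diet replicate 4, female normal diet replicate 3 or 4, male high fat diet replicate 2 or 3, or male normal diet replicate 3. The counts of sets were thus no larger than unrelated splits often gave, and the sets are given below as descriptions of their members. Of the 10 set members that the naming rule chose for the female diet contrast, 9 had all 4 high fat diet libraries beyond all 4 normal diet libraries and 1, Pdgfrb, had 3. All 12 set members chosen for the male contrast had all 4.

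Genes of cholesterol synthesis and uptake fell in both sexes, with a median log2 fold change of -1.19 in females (camera adjusted p = 8.77e-20, fry 9.35e-05) and -0.94 in males (8.7e-17, fry 0.000203). Of 24 members, 20 were called lower in females and 17 in males, and 0 higher in either sex. In females Dhcr7 fell by 1.2 ± 0.14 in log2 units (SE; adjusted p = 5.7e-05). In males Insig1 fell by 1.65 ± 0.1 (adjusted p = 1.71e-08). Macrophage and inflammation genes rose, with a median of 1.15 in females (adjusted p = 2.35e-08, fry 0.00206) and 0.55 in males (0.000101, fry 0.0123), and 9 of 16 members called higher in females and 5 in males. Il1b rose by 1.44 ± 0.21 in females and 1.74 ± 0.23 in males (adjusted p = 0.00035 and 0.000116). Cd68 rose by 0.9 ± 0.16 in females (adjusted p = 0.00193), and Ccr2 by 1.72 ± 0.32 in males (adjusted p = 0.00231). Matrix genes had medians of 0.63 in females (adjusted p = 0.000293, fry 0.0273) and 0.54 in males (0.000736, fry 0.032). Of 14 members, 6 were called higher in females and 1 in males. Pdgfrb rose by 1.09 ± 0.25 (adjusted p = 0.00916) and Mmp2 by 1.26 ± 0.29 (adjusted p = 0.00939) in females. In males Timp1 had a median of 0 counts on the normal diet and a fitted rise of 3.42 ± 0.87 (adjusted p = 0.0168), with at most 4 counts in a normal diet library. With 1 library left out, this fitted rise ran from 2.97 to 6.51. Timp1 was lost without male high fat diet replicate 4 (0.0575) or normal diet replicate 4 (0.0533), with a range over its settings of 0.00491 to 0.0575. Col1a2 was not called in males (0.84 ± 0.28, adjusted p = 0.0603, range 0.0194 to 0.209). It was called without high fat diet replicate 1 (0.0486), with the DESeq2 Wald test (0.0194) and with thinned libraries (0.0452). With 1 library left out, its change ran from 0.44 to 0.99. The adjusted p of 0.209 came without male high fat diet replicate 4.

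The male-biased liver genes had a median of -0.86 in females (adjusted p = 0.00052, fry 0.0523) and -0.83 in males (0.000102, fry 0.0303). In females Slco1a1 fell by 3.17 ± 0.62 (SE; adjusted p = 0.00684; 0.0556 with only the 2 groups compared, range over its settings 3.98e-06 to 0.0556) and Cyp2d9 by 0.92 ± 0.21 (adjusted p = 0.0101). In males Ugt2b1 fell by 1.1 ± 0.17 (adjusted p = 0.000508) and Gstp1 fell by 1.42 ± 0.37 (adjusted p = 0.0232). Gstp1 was lost without male high fat diet replicate 3 (0.0518) or male normal diet replicate 1 (0.0608), with male high fat diet replicates 2 and 3 averaged (0.0522), without a filter on low counts (0.0736) and with only the 2 groups compared (0.0787), with a range over its settings of 0.00219 to 0.0787. In females the fatty acid oxidation and PPAR alpha set had a median of -0.23 (adjusted p = 0.0223, fry 0.274), with 2 of 27 members called, Angptl4 (-1.37 ± 0.28, adjusted p = 0.00578) and Slc25a20 (-0.43 ± 0.13, adjusted p = 0.0403). The latter was lost in 6 of the 8 fits that left out 1 library, up to 0.13 without female high fat diet replicate 4 (range over its settings 0.0161 to 0.257), and also without a filter (0.0567), with only the 2 groups compared (0.0762), with the gene length offset (0.0501), on log2(TPM + 1) (0.254) and on log2(TPM + 0.1) (0.257). In males the lipid droplet and PPAR gamma set rose, with a median of 0.85 (adjusted p = 0.000736, fry 0.00465). Of its 14 members 8 were called higher, among them Cd36 (1.66 ± 0.24, adjusted p = 0.000326), and 1 lower, Pnpla2 (-0.74 ± 0.13, adjusted p = 0.00116). The male circadian clock set had a median of -0.62 (adjusted p = 0.000101, fry 0.000203), with 10 of 15 members called lower and 1 higher. In females its median was -0.11 (adjusted p = 0.413), with 5 members called lower and 2 higher. For the interaction, the sets with a camera adjusted p under 0.05 were lipid droplet (median -0.79, adjusted p = 2.21e-06, fry 0.0138), circadian clock (0.21, adjusted p = 0.0131, fry 0.0297, with 2 members called higher and 1 lower), fatty acid oxidation (-0.21, adjusted p = 0.0174, fry 0.675) and glucose metabolism (-0.37, adjusted p = 0.0267, fry 0.214). On log2(TPM + 1) camera called 3 of these 4, without the circadian clock. The 2 members of the last with the smallest p, Igfbp1 (-2.45 ± 0.88, adjusted p = 0.262) and G6pc (-1.83 ± 0.7, adjusted p = 0.291), were not called. Nor were Pdk4 (-3.25 ± 0.69, adjusted p = 0.057), Angptl4 (-1.43 ± 0.38, adjusted p = 0.112) and Cd36 (-1.46 ± 0.33, adjusted p = 0.0511). Without female normal diet replicate 1, Pdk4 (0.00803) and Angptl4 (0.041) were called. Pdk4 was also called without female high fat diet replicate 3 (0.0352), and Cd36 without male high fat diet replicate 1 (0.00528) or 4 (0.0358). With the DESeq2 Wald test all 3 were called (Pdk4 0.000587, Angptl4 0.0103, Cd36 0.00183). With at least 10 counts in every library Pdk4 (0.0426) and Cd36 (0.047) were called, and with thinned libraries Cd36 (0.0492). The adjusted p over all settings ranged from 0.000587 to 0.12 for Pdk4, from 0.0103 to 0.309 for Angptl4 and from 0.00183 to 0.137 for Cd36.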

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

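Most tests of explanations given here were chosen after the results were seen. The exceptions are the thinning of the libraries and the count over other splits of the libraries for the 100 interaction genes.

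The diet change differed between the sexes for 100 genes, by a test of the difference itself. Of 100 splits of the diet labels within each sex, the real one included, 1 gave as many genes, and the highest count of another split was 59. Such splits also move the diet change that the sexes share into the spread within groups, which can lower their counts. They stand for no diet change at all, so they are not evidence for a difference between the sexes as such. Thinning the libraries to the smallest total gave 111 genes and the GC content offset gave 99, which argues against depth or a GC trend as the whole cause. Averaging male high fat diet replicates 2 and 3 gave 58 genes, of which 57 were among the 100. That count is below the 59 of the highest other split, and the splits were not rerun with averaging, so the strength of the remaining signal is less sure than the 100 genes alone would make it. Sex of the animals remains an untested biological explanation, together with anything else that differed between the cages of the 4 groups.

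Among these genes, Nr1d1 (interaction 3.71) and Dbp (2.27) are clock genes, and the median of the circadian clock set was 0.21. Another clock gene with a called interaction, Cry1, went the other way (-1.7, adjusted p = 0.0112), with -1.5 in females and 0.2 in males. Nr1d2, Ciart, Per1 and Per2 were called lower in both sexes. These 5 genes were chosen after their values were seen. The log2 fold changes of 15 clock genes were compared with a cosine of peak times, from a list written after the values were seen. In males the cosine had an R squared of 0.49 (permutation p = 0.0141, 10000 permutations), and in females 0.202 (p = 0.2556). The permutations were of peak times among genes measured in the same libraries, which are not independent. These p-values therefore do not measure variation between animals. Within that limit, the male changes may reflect a shift of clock phase between the diet groups, while the female fit left the question open. A shift caused by the diet and a different hour of collection of the groups cannot be told apart, because the labels used here give no hour for each sample.

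Cyp2c40 (interaction 3.22) fell in males, and Sult2a7 (-3.94) fell in females. Summed over 4 family members the interaction of Cyp2c40 was 0.2, and summed over 8 members that of Sult2a7 was -0.3. Abundant relatives can dominate such sums, and their levels are not given here. Division of reads between paralogs and a change of these genes therefore cannot be told apart. Csad (3.06) overlaps exons of Zfp740 on the other strand. No explanation of its fall in males was tested.

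Themis (-4.35) rose in males by 4.17 log2 units. The T and B cell list rose in males by 0.71 (exact two-sided permutation p = 0.1429), far less than Themis. Its markers Cd3g and Cd3e reached at most 1.59 and 0.663 unscaled CPM, while Themis had 17 to 53.1 unscaled CPM in the male high fat diet libraries. T cells as the source are thus unlikely by this test, and overlap with a pseudogene on the other strand was not tested. Plin4 (-2.94) rose in males by 1.34. Of the 6 genes of the adipocyte list, Car3 and Lpl are also expressed by liver, with at least 555 and 7.92 unscaled CPM in each library. The other 4, Adipoq among them, summed to at most 2.069 unscaled CPM in a male high fat diet library and 1.34 in a male normal diet library (exact p = 0.7143), while Plin4 rose by 22.7 unscaled CPM on average. This argues against adipocyte RNA as the source of the rise. The list score, over 3 tested genes, changed by 0.15 in males (exact p = 0.5429) and decides nothing, since 3 of 4 high fat diet libraries lay above all normal diet ones and replicate 1 below. Without replicate 1 the change was 0.38, and without replicate 2 or 4 it was 0.07 or 0.04.

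Ythdc2 had an interaction of -0.90 in the list of m6A genes, with an adjusted p of 0.017 over the list alone and 0.0817 over all genes. Of 100 splits, the real one included, 1 gave as many list genes. These splits have the same limit as those for the 100 interaction genes above. No test of the cause of the Ythdc2 interaction was made. The medians of the other sets with a camera call for the interaction were -0.21 for fatty acid oxidation, -0.79 for lipid droplets and -0.37 for glucose metabolism. As many sets were called in 52 of 100 splits, so the number of sets gives no evidence beyond chance.

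Single libraries lay far from the other 3 of their group in 8 of 176 group values, where 9 would be expected by chance. Tgtp1 had 6.991 CPM in female normal diet replicate 4 against 16.2 to 17.3 in the others. BC023105 had 53.6 CPM in female high fat diet replicate 4 against 2.85 to 11. Sult2a7 had 1.112 CPM in male normal diet replicate 1 against 1.47 to 1.49, and G6pc had 267.6 CPM there against 90.5 to 109.2. Mmp2 had 1.472 CPM in female normal diet replicate 2 against 0.951 to 1.04. Il1b had 0.9703 CPM and Timp1 0.1142 CPM in male normal diet replicate 2, against 0.648 to 0.677 and 0. Col1a2 had 31.96 CPM in male high fat diet replicate 4 against 13.7 to 14.2. Their number is no larger than chance gives, and no explanation of single values was tested.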

How the results depend on the processing

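The GC content offset and the averaging of male high fat diet replicates 2 and 3 were chosen only after the results were seen.

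On log2(TPM + 1) and log2(TPM + 0.1), 2926 and 2763 genes were called by diet in females, with medians over all genes of 0.15 and 0.22 log2. A threshold of at least 2-fold left 497 genes in females, 542 in males, 724 between the sexes on the normal diet and 952 on the high fat diet, by construction. In males log2(TPM + 1) gave 899 higher and 443 lower. For the interaction the DESeq2 Wald test gave 337 genes and averaging of male high fat diet replicates 2 and 3 gave 58. With only the 2 groups compared, 1958 genes differed between the sexes on the high fat diet. On the normal diet the same setting gave 2712 genes, against 2322 in the main fit. Leaving out the other groups also changes the estimate of spread. The median absolute deviation within groups was 0.138 log2 in females and 0.151 in males on the normal diet. On the high fat diet it was 0.169 in females and 0.155 in males. The effects of fewer libraries and of spread on these 2 counts therefore cannot be told apart. Without a filter on low counts, the correlation of diet changes between the sexes was 0.064, where genes with few counts entered it. The cause was not tested for the others.

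Among m6A genes, with only the 2 groups compared the count was 2 in females and 1 in males, and the GC offset gave 7 in females. On log2(TPM + 1) and log2(TPM + 0.1) it was 1 and 1 in males, and 0 and 0 for the interaction (4 at an unadjusted p under 0.05 in both). Adjusted over all tested genes, the interaction count was 0 (2 unadjusted). Between the sexes on the normal diet the count was 0 without a filter, with only the 2 groups compared, on log2(TPM + 1), on log2(TPM + 0.1) and with the gene length offset (4 unadjusted each), and 0 with the GC offset (5 unadjusted). Camera on log2(TPM + 1) called 9 sets in females. With estimated correlation it called 0 in females, 0 in males and 0 for the interaction (2, 2 and 1 unadjusted). For the interaction fry called 2 sets and the averaging left 2. The cause was not tested.

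Fits that each left out 1 library gave 947 to 1647 genes for diet in females, 1113 to 1912 in males and 51 to 176 for the interaction. Between the sexes they gave 1325 to 2488 on the normal diet and 1974 to 3019 on the high fat diet. The m6A counts were 2 to 4 in females, 0 to 3 in males, 0 to 1 for the interaction and 0 to 4 between the sexes, with 3 or more at an unadjusted p under 0.05 where the count was 0 in males or between the sexes, and 2 for the interaction. Sets called were 4 to 7 in females, 6 to 6 in males and 2 to 6 for the interaction. The correlation was 0.21 to 0.394. Separation was 1.2 to 1.32 in females and 1.225 to 1.34 in males.

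Of 896 values of the 81 results chosen by the naming rule under other settings, 835 had the same direction and side of the threshold, 36 were weaker, 19 stronger and 6 reversed. Fto reversed in females to 0.07 on log2(TPM + 1) and 0.08 on log2(TPM + 0.1), and Alkbh5 to 0.08 and 0.08, while its interaction reversed to 0.1 and 0.1. Of 784 values with 1 library left out, 715 were the same, 54 weaker, 8 stronger and 7 reversed. Mettl3 in males became -0.05, -0.04 and -0.04 without male high fat diet replicate 4 and male normal diet replicates 1 and 2, in a range of -0.05 to 0.09. The interaction of Alkbh5 became 0.05, 0.05 and 0.04 without female high fat diet replicate 1 and male normal diet replicates 1 and 2, in a range of -0.11 to 0.05. Fto between the sexes became -0.04 without female normal diet replicate 4. The reversed values lay near 0 before and after, and the cause was not tested.

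The replicate numbers do not pair the samples. The deviations of same-numbered libraries had correlations of -0.159 to 0.18 in 24 comparisons, 4 over 0.1 and 4 under -0.1. With the replicate number as a block, 1864 genes were called by diet in females, 1980 in males, 101 for the interaction, and 2685 and 3445 between the sexes on the normal and high fat diet. Under the block the interactions of Csad (adjusted p = 0.0622) and Sult2a7 (0.0511) and the female change of BC023105 (0.0582) were not called. The interactions of Ythdc2 (0.0388) and Cd36 (0.0292) and the male change of Virma (0.0326) were called. No other result chosen by the naming rule changed its call under the block.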

Other observations

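All tests of explanations given here were chosen after the results were seen, except the counts over other splits of the libraries for the genes called by diet in each sex and between the sexes.

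The counts of genes were compared with other splits of the same libraries. In females 1 of the 35 splits, the real one, gave as many genes, and the same held in males and between the sexes on each diet. The highest counts of another split were 0, 55, 2 and 1 genes. For the m6A list the real split was also the 1 of 35 with as many calls in females, in males and between the sexes on the normal diet. For gene sets, 8 of 35 splits in females and 18 of 35 in males gave as many calls.

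Male high fat diet replicates 2 and 3 lay closer together than any other pair, with a chi-square per gene of 4.01, which argues against a library deposited again under another name. Both had transcripts of pancreatic acinar cells. Of 13 listed markers, Amy2b was not detected and Cela1 is also expressed by liver (4.5 to 16.2 unscaled CPM over all libraries). The other 11 were higher in both than in 13 other libraries. Female normal diet replicate 4 was left out of that comparison because it also held a trace, with 1.5 unscaled CPM of Pnlip, against 8.3 and 3.53 in the 2 libraries. RNA from pancreatic acinar cells is a candidate explanation. The share of the acinar counts differed between the 2 libraries by a ratio of 2.511 (997 and 399 counts), and 1 of 3915 genes of similar depth had a ratio as far from 1, which argues against 1 RNA sample made into 2 libraries. Whether they came from 2 pieces of 1 liver or from cage mates cannot be told apart from their correlation of 0.9875, because the labels used here name no animal or cage.

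The same libraries had 97.6 and 95.6 unscaled CPM of the female-biased gene Cyp2b9, 17.41% of the female high fat diet mean in replicate 2. RNA from a female liver could bring this only with 41.4 unscaled CPM of Xist, and 0.6199 and 1.4 were seen, where the highest male library had 1.52. This argues against female RNA as the source. Scd1, chosen after its values were seen, had 45.7, 2327, 2397 and 150.4 unscaled CPM in the 4 male high fat diet libraries, and 2072 to 5800 in the male normal diet libraries. Replicates 2 and 3 thus lay at the normal diet level of Scd1, and replicates 1 and 4 far below it. No biological explanation was tested.

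The list scores of macrophage and matrix genes rose in both sexes, with 6 of 14 matrix genes called higher in females and 1 in males. The macrophage list rose by 1.15 log2 in females and 0.9 in males, and the matrix list by 0.67 and 0.62 (exact two-sided permutation p = 0.02857 each, the smallest possible, 0.05 adjusted over 28 tests, with 4 of 4 libraries above all normal diet ones). The female macrophage score was 4.46 and 4.64 in high fat diet replicates 1 and 4, but 3.5 and 3.56 in replicates 2 and 3. On the normal diet it was at most 3.15, so the size of the female rise rested largely on replicates 1 and 4. A lower share of hepatocyte RNA would raise cholangiocyte genes alike. These changed by 0 in females (exact p = 1) and by -0.53 in males (exact p = 0.02857). The difference between the macrophage and cholangiocyte lists was 1.15 in females and 1.43 in males (exact p = 0.02857 in both of 2 tests). That difference follows from the changes of its 2 parts, and in males the cholangiocyte fall enlarged it, so it adds no separate evidence. The cholangiocyte list had 4 tested genes, and no listed gene exceeded 5.481 unscaled CPM. The lack of a cholangiocyte rise thus argues only weakly against a lower hepatocyte share as the whole cause. The hepatocyte list fell by 0.24 in females and by 0.34 in males (exact p = 0.02857 each). A change in macrophages remains a hypothesis, and the diet itself is the untested biological explanation.

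Lpin1 fell in both sexes. The 10 other glucocorticoid receptor targets, listed after Lpin1 was seen, fell by 0.84 in females (exact p = 0.02857, adjusted 0.05, with 4 of 4 libraries below all normal diet ones). In males they changed by -0.23 (exact p = 0.2), and by -0.14 without male normal diet replicate 3. Lower glucocorticoid receptor activity may explain the female fall, and in males the list left it open. All 10 passed the filter on low counts in these livers. The hour of collection, which the labels used here do not give, was not tested as an alternative.

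Tgtp1 and Gbp10 rose in females. Interferon-induced genes rose by 1.41 in females and by 0.76 in males (exact p = 0.02857, adjusted 0.05, 4 of 4 libraries above). An interferon response may account for the rise. T and B cell genes changed by 0.45 in females (exact p = 0.1143; 0.24 without female high fat diet replicate 4), far less than Tgtp1 and Gbp10 (3.89 and 3.12). Ighm reached at most 14.8 unscaled CPM and Ms4a1, the highest of the other markers, 2.2, while Tgtp1 had 18.8 to 596.3 and Gbp10 50.5 to 285.4 in the female high fat diet libraries. This argues against T and B cells in the tissue as the source. All 16 interferon-induced genes and 6 of the 8 T and B cell genes passed the filter on low counts in these livers. Reads shared with near-identical copies were not tested for these genes.

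Heat shock genes fell by 0.81 in males and by 0.25 in females (exact p = 0.02857 each). Without female high fat diet replicate 4 the female change was -0.13. Less warm handling of the tissue before freezing might lower them, but then immediate early genes should fall too. They rose by 0.71 in males and 1.09 in females (exact p = 0.02857 each), which argues against it.

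Of the 28 list scores, 16 had an exact p of 0.02857, and each of these had an adjusted p of 0.05, so 0 were under 0.05 after adjustment. Red blood cell genes changed by -0.31 in females and -0.29 in males (exact p = 0.3143 and 0.1429), adipocyte genes by 0.72 in females (exact p = 0.08571), and the sex chromosome genes by -0.43 and 0.15 (exact p = 0.2857 and 0.3429). The acinar list, of which 2 genes passed the filter, changed by 0.13 in females (exact p = 0.7714) and rose by 1.53 in males (exact p = 0.02857, 4 of 4 libraries above). Lipid droplet genes changed by -0.24 in females (exact p = 0.2286) and rose by 1.03 in males (exact p = 0.02857, 4 of 4 libraries above). Single libraries moved some of these small changes. Red blood cell genes changed by -0.15 without female normal diet replicate 1, by -0.48 without replicate 4, and in males by -0.19 without normal diet replicate 2. The female acinar change ranged from -0.09 without female normal diet replicate 3 to 0.42 without replicate 4. The sex chromosome genes changed by -0.18 without female high fat diet replicate 4 and by -0.25 without female normal diet replicate 3, and in males from 0.06 without normal diet replicate 3 to 0.26 without replicate 4. The female lipid droplet change was -0.14 without high fat diet replicate 4.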
